A study of Mus musculus with 96 samples. Its data were reported in "MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice" (2018).

How the data were processed

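Small RNA was sequenced from the cortex of mice that carry 1 wild-type *Htt* allele and 1 knock-in allele with a human exon of variable CAG repeat length, and from wild-type (WT) mice. The deposited tables hold 96 libraries, in 12 groups of 8 (4 females and 4 males each). The groups are Q20, Q50, Q92 and Q140 (named by their repeat number), WT mice of the Q20 line and WT mice of the Q50 line, each at 6 and at 10 months of age. The labels give the strain as C57BL/6, and the methods of the study name C57BL/6J for the crosses. Per the labels, Q20 and Q50 mice shared cages with WT mice, while Q92 and Q140 mice were housed with mice of their own genotype. The methods of the study describe cages of mixed heterozygous and WT mice for all lines, and which holds for Q92 and Q140 is not settled here. Neither has WT littermates among these libraries, so that line cannot be separated from genotype for them, nor can cage if the labels hold.

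According to the methods of the study, total RNA was extracted with a column kit, the small RNA fraction was enriched, libraries were sequenced on an Illumina HiSeq instrument with short single-end strand-specific reads, adapters were clipped, reads were aligned to the mouse genome with STAR at default settings, and HTSeq was used for counting. The processing notes of the submitters also name CASAVA 1.8.2. The versions of the other tools are not given in the sources used here. The deposited values are of 2 kinds. In the first table the authors give an estimated count per miRBase stem-loop and library, not normalized. Many of these are not whole numbers. Values were fractional in most libraries for 188 of 1187 stem-loops, and these hold 58.5% of all counts. How reads shared between loci were divided is not stated, so that values of near-identical stem-loops are uncertain. In the second deposited table the authors give FPKM values. Each FPKM value equalled the estimated count divided by the library total and by a whole-number stem-loop length, up to the usual scaling. The length that each value implied lay within 0.01 of that whole number for all 46824 values compared with a count of 5 or more. A length was obtained in this way for 666 of 1187 stem-loops, and no test was run on FPKM values.

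The files name stem-loops only by accession and do not pair them with microRNA names. No name was inferred, and no genome position is given. For the same reason the microRNA lists and the individually chosen microRNAs fixed before the data were examined could not be tested. At most 2 stem-loops that rose and 2 that fell are named, by accession. The fixed rule took up to 12 stem-loops in each direction per comparison, by smallest false discovery rate (FDR). It was reduced to the smallest FDR in the meta-analysis of CAG length, with the missing place filled from the slopes at 6 months, and members of the co-varying set described below were left out. This reduction was made after the tables had been seen.

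Estimated counts were rounded to whole numbers for count models. CPM values of the co-varying set use the total of all stem-loops in a library. Those of single stem-loops, of the abundance classes and of the component analysis use that total scaled by TMM normalization. Library totals ranged from 3698380 to 12142200 counts. 144 stem-loops had no count in any library, and a median of 689.5 had one in a single library. The 90 stem-loops with a mean of 1000 CPM or more hold 94.8% of the counts. No pair of libraries within a group had counts that agreed within sampling noise, by a chi-square comparison over stem-loops with at least 20 counts. Every column of the tables was matched to 1 sample.

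The tests, samples, covariates and alternatives were fixed before the data were examined. Controls, covariates, the screening of libraries and the combination of ages follow the methods of the study. The main test does not, since the study used DESeq2 Wald tests on counts with outlying values replaced, which were run here as an alternative, and edgeR on filtered counts without replacement was used instead. Libraries were screened at each age by the connectivity of a Euclidean distance network of counts variance-stabilized in DESeq2. Those with a robust Z under -5 were left out of all fits. This removed 12 libraries, 6 at each age, of which 3 were Q92 females at 10 months. The others fell in 8 groups. 84 libraries remained.

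Controls were the 24 libraries per age of both WT groups and Q20. Q50, Q92 and Q140 were compared with the controls at each age, and CAG length was fitted as a number (7 for WT) over all libraries of an age, with slopes given per 100 repeats. Covariates were sex and the L field of the sample descriptions, whose meaning the labels do not give. It was used as the batch term. Fits used edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, robust quasi-likelihood test), with Benjamini-Hochberg adjustment over all stem-loops tested and a threshold of FDR 0.05. Ages were combined by the sum of signed Z statistics (Stouffer). Further fits compared Q20 with WT littermates, Q50 with WT littermates, the WT groups of both lines, Q140 with Q92, the sexes, the change of the CAG slope between ages, and 10 with 6 months in controls. The ages share no library number range, so that age and library preparation cannot be told apart. Fitted log2 changes of low stem-loops depend on the default prior count of edgeR. A prior count of 2 was used only for log2 CPM values, as in the component analysis below.

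A component analysis of log2 CPM over 463 stem-loops was used to look for structure among libraries. Stem-loops with a loading above 0.2 in size on the first component of the control libraries form the co-varying set of 8 used below. Its combined CPM was called the set level. Groups were compared for it, over all libraries including those left out of the fits, with 2-sided exact rank-sum tests, and differences between ages with 1e+05 permutations of the genotype labels. The set, its level as a covariate, the score of the first component as a covariate (tried first), and the classes of stem-loops by abundance were chosen after the data were seen. In fits with the set level as a covariate the 8 members were removed from the counts, so they could not be called.

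Alternatives fixed beforehand were DESeq2 1.42.0 (Wald test) with and without the replacement of outlying values by the weighting rule of the study, DESeq2 size factors in edgeR, no filter on low counts, a stricter filter (10 CPM in at least 8 libraries), all libraries kept, no L field, WT alone as controls, all 48 libraries of an age in the fit, no Q92 libraries for CAG length, and the replicate number of the titles as a block. The code was tested on simulated counts with 200 changed stem-loops, many more than were called in the comparisons simulated. Each stem-loop was drawn on its own. The FDR threshold is easier to pass when many stem-loops are changed. Recovery where few are changed may therefore be lower and was not measured. For Q92 at 6 months (431 stem-loops), edgeR recovered 65.7% of changes of 1.25-fold, 82.1% of 1.5-fold and 97.0% of 2-fold, with 2.98% false calls among all calls. For Q140 at 10 months (435 stem-loops) it recovered 56.7%, 83.6% and 97.0%, with 4.24% false calls, and for the CAG slope at 6 months (447 stem-loops) 83.6%, 95.5% and 98.5%, with 3.14% false calls. limma 3.58.1 was used only as part of edgeR.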

Results

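MicroRNA levels were measured by small RNA sequencing in the cortex of 96 mice, 8 (4 females and 4 males) in each of 12 groups. The mice were WT of the Q20 line, WT of the Q50 line, or carried 1 *Htt* knock-in allele with 20, 50, 92 or 140 CAG repeats, and were aged 6 or 10 months. In people an expanded CAG repeat in this gene causes Huntington's disease. The total per library ranged from 4797430 to 7651620 counts at 6 months and from 3698380 to 12142200 counts at 10 months. Stem-loops are given by accession because the files do not pair them with names. Levels are in CPM as mean ± SD over the libraries kept in the fits, and log2 changes are given ± SE.

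The first component of variation among these cortex libraries was a set of 8 stem-loops that were high or low together. Their combined level ranged from 280 to 63183 CPM, at most 6.32% of a library, and any pair of them correlated across the 96 libraries with r of at least 0.94. The same 8 stem-loops led the first component in the controls, in WT mice, in all libraries and at each age. That component held 30.1% of the variance in the controls and 33.1% over all libraries. In the 22 libraries of 8 groups with over 5000 CPM, the leading member made up 73.6 ± 2.70% (SD) of the set. Both Q92 and Q140 mice were low at 6 months, and Q92 mice were high at 10 months.

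At 6 months the set level of Q92 was -2.33 ± 0.49 from controls on the log2 scale (n = 8 and 24, exact rank-sum p = 0.00342, adjusted p = 0.0205 over 6 comparisons), and 8 of 8 libraries lay under the control median. Q140 was at -2.14 ± 0.47 (exact p = 0.0117, adjusted p = 0.0235, 8 of 8 under), although 0 of the 8 members passed in its edgeR fit (median log2 change -2.31). Q50 was at -0.75 ± 0.75 (exact p = 0.654). At 10 months Q92 was at 2.53 ± 0.93 (exact p = 0.0102, adjusted p = 0.0235, 7 of 8 over), Q140 at -0.80 ± 0.40 (exact p = 0.0413, adjusted p = 0.0619, 6 of 8 under) and Q50 at -0.01 ± 0.70 (exact p = 0.654). The edgeR fit at 10 months left out 3 of the 8 Q92 libraries. In it 0 of the 8 members passed for Q92, with a median log2 change of 1.92.

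The sign was the same within both L field values for Q92. At 6 months it was at -2.85 in L1 (exact p = 0.0227) and -1.71 in L2 (exact p = 0.0777), and at 10 months at 2.38 in L2 (exact p = 0.211) and 2.93 in L3 (exact p = 0.0162). Q140 at 6 months was at -2.94 in L1 (exact p = 0.0151) and -1.23 in L2 (exact p = 0.412). At 10 months it was at -1.18 in L2 (exact p = 0.0213), and L3 held only 2 of its libraries. The L field gave an R² of 0.0170 and 0.0231 for the set level at 6 and 10 months. WT mice of the Q20 line also differed between ages, with a median of 5343 CPM at 6 months and 800 CPM at 10 months. 9 of the 12 libraries left out of the fits were among the 22 with a high set level.

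**Figure D1:**
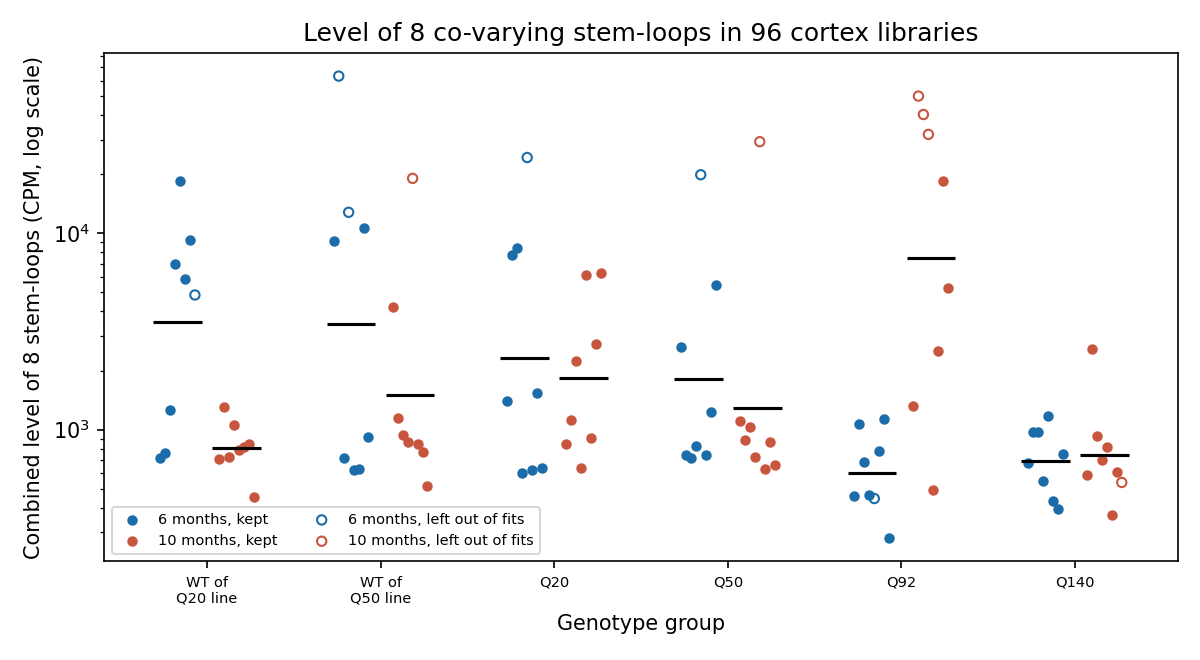
Combined level of the 8 co-varying stem-loops in each library (CPM, log axis) by genotype group, with 6 months in blue, 10 months in red, open points for libraries left out of the fits and bars for geometric means of all 8 libraries. All 8 libraries of Q92 and of Q140 at 6 months lay under the control median, and 7 of 8 Q92 libraries at 10 months lay over it.

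The first question was which microRNAs differ in the cortex at 6 months as the CAG repeat lengthens. MI0000229 was lower in both long-repeat genotypes, at 40.7 ± 5.16 CPM in Q92 (n = 7) and 46.8 ± 9.81 CPM in Q140 (n = 8) against 146 ± 43.6 CPM in controls (n = 20). All 7 and all 8 of these libraries lay under the control median. MI0022895 and MI0021583 were higher in the same mice, from 34.7 ± 3.69 to 40.7 ± 1.53 and 42.2 ± 3.41 CPM, and from 86.5 ± 20.5 to 125 ± 24.4 and 132 ± 36.6 CPM.

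In Q92 at 6 months 22 stem-loops rose and 29 fell of 431 tested (edgeR, FDR 0.05). Among those with at least 1000 CPM, 12 rose and 3 fell, by a median of 0.16 in size on the log2 scale. Among those between 10 and 1000 CPM, 8 rose and 21 fell, and below 10 CPM 2 rose and 5 fell. Direction was not tested by class, and 18 rose and 35 fell with DESeq2 size factors in edgeR, or 12 and 41 with the stricter filter. 4 of the calls were members of the co-varying set, and all 4 fell. MI0000229 fell by 1.84 ± 0.21 on the log2 scale (edgeR FDR 2.73e-06). MI0022895 rose by 0.24 ± 0.06 (edgeR FDR 0.0120) and MI0021583 by 0.55 ± 0.14 (edgeR FDR 0.0120). With the set level as a covariate, where the 8 members were not tested, 12 calls were left. MI0022895 then had a change of 0.20 ± 0.07 (edgeR FDR 0.09997) and MI0021583 one of 0.51 ± 0.17 (edgeR FDR 0.0944), with slightly smaller changes and larger errors. The FDR also depends on how many other stem-loops pass, and fewer did. With all libraries kept 81 stem-loops passed.

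In Q140 at 6 months 3 stem-loops rose and 5 fell of 429 (edgeR, FDR 0.05). MI0000229 fell by 1.66 ± 0.20 (edgeR FDR 5.04e-06), MI0022895 rose by 0.28 ± 0.06 (edgeR FDR 0.00743) and MI0021583 by 0.61 ± 0.15 (edgeR FDR 0.0218). With the set level as a covariate 2 calls were left in all. MI0022895 then had a change of 0.24 ± 0.07 (edgeR FDR 0.115) and MI0021583 one of 0.58 ± 0.17 (edgeR FDR 0.145), again with slightly smaller changes and larger errors. DESeq2 called 7 higher and 23 lower. 2 stem-loops were called higher and 3 lower in both Q92 and Q140, which were compared with the same controls.

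In Q50 at 6 months no stem-loop passed in edgeR (0 of 431, 42 at an unadjusted p under 0.05), while DESeq2 called 2 higher and 2 lower. MI0000229 was at 71.3 ± 30.4 CPM in Q50 (n = 7), a log2 difference of -1.05 ± 0.25 that did not pass the threshold (edgeR FDR 0.0894). Against CAG length as a number, 21 stem-loops rose and 34 fell of 447, but only 7 rose and 16 fell without the Q92 libraries. The 8 members of the co-varying set all fell, which counts 1 common movement 8 times. MI0000229 fell by 1.42 ± 0.17 per 100 repeats (edgeR FDR 2.25e-07), MI0022895 rose by 0.24 ± 0.04 (edgeR FDR 5.04e-04) and MI0021583 rose by 0.53 ± 0.10 (edgeR FDR 5.43e-04). With the set level as a covariate, where the 8 members were not tested, 7 calls were left. The slopes of the 3 stem-loops named here still passed.

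**Figure D2:**
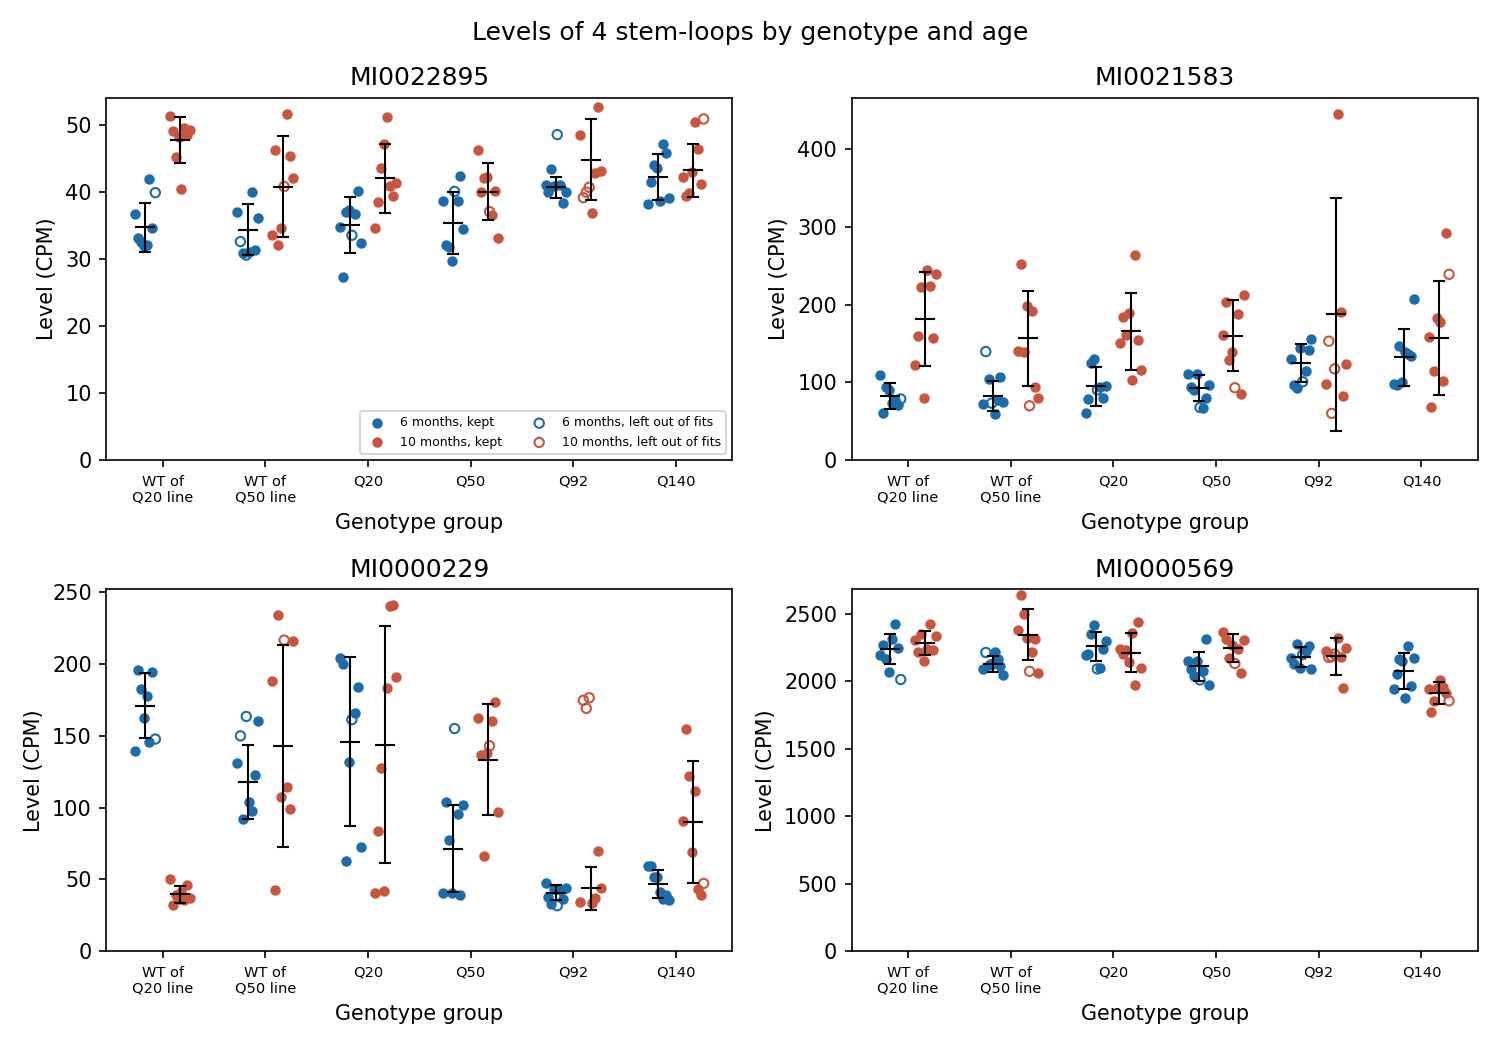
Levels (CPM) of 4 stem-loops by genotype group, with a point per library (blue 6 months, red 10 months, open if left out of the fits) and bars for the mean ± SD of kept libraries. MI0000229 was at 40.7 ± 5.16 CPM in Q92 at 6 months but also at 39.7 ± 5.94 CPM in WT mice of the Q20 line at 10 months.

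At 10 months MI0000569 was lower in Q140, at 1911 ± 78.9 CPM (n = 7) against 2275 ± 148 CPM in controls (n = 23), with all 7 libraries under the control median. At 6 months it was at -0.10 in Q140 (edgeR FDR 0.101), with 7 of 8 libraries under. MI0022895 and MI0021583, which had been higher at 6 months, had log2 differences between -0.17 and 0.16 in Q92 and Q140, and neither passed the test. MI0000229 varied widely among controls, from 39.7 ± 5.94 CPM in WT mice of the Q20 line (n = 8) to 144 ± 82.3 CPM in Q20 (n = 8).

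In Q140 at 10 months 1 stem-loop rose and 6 fell of 435 (edgeR, FDR 0.05), of which 2 of those that fell had at least 1000 CPM. MI0000569 fell by 0.24 ± 0.05 (edgeR FDR 0.0106). DESeq2 called 3 higher and 10 lower, and with WT mice alone as controls edgeR called 22 in all. It called 3 with all libraries kept and 3 without a low-count filter. Against CAG length 0 rose and 5 fell of 456 in edgeR (38 at an unadjusted p under 0.05), while DESeq2 called 0 higher and 7 lower. MI0000569 fell by 0.16 ± 0.03 per 100 repeats (edgeR FDR 0.00394). 4 stem-loops fell in both tests.

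In Q92 at 10 months edgeR called 0 of 447 (36 at an unadjusted p under 0.05) and DESeq2 called 0 (40 at an unadjusted p under 0.05). With the 3 excluded Q92 females and all other libraries kept, edgeR called 8. MI0000229 was at -1.51 ± 0.56 (edgeR FDR 0.488) and at -0.21 with all libraries kept. The 5 kept Q92 libraries held 33.7 to 69.6 CPM of it, and the 3 excluded ones 169 to 176 CPM, with 31896 to 49976 CPM of the co-varying set. In Q50 at 10 months edgeR called 0 of 437 (32 at an unadjusted p under 0.05) and DESeq2 called 0.

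**Figure D3:**
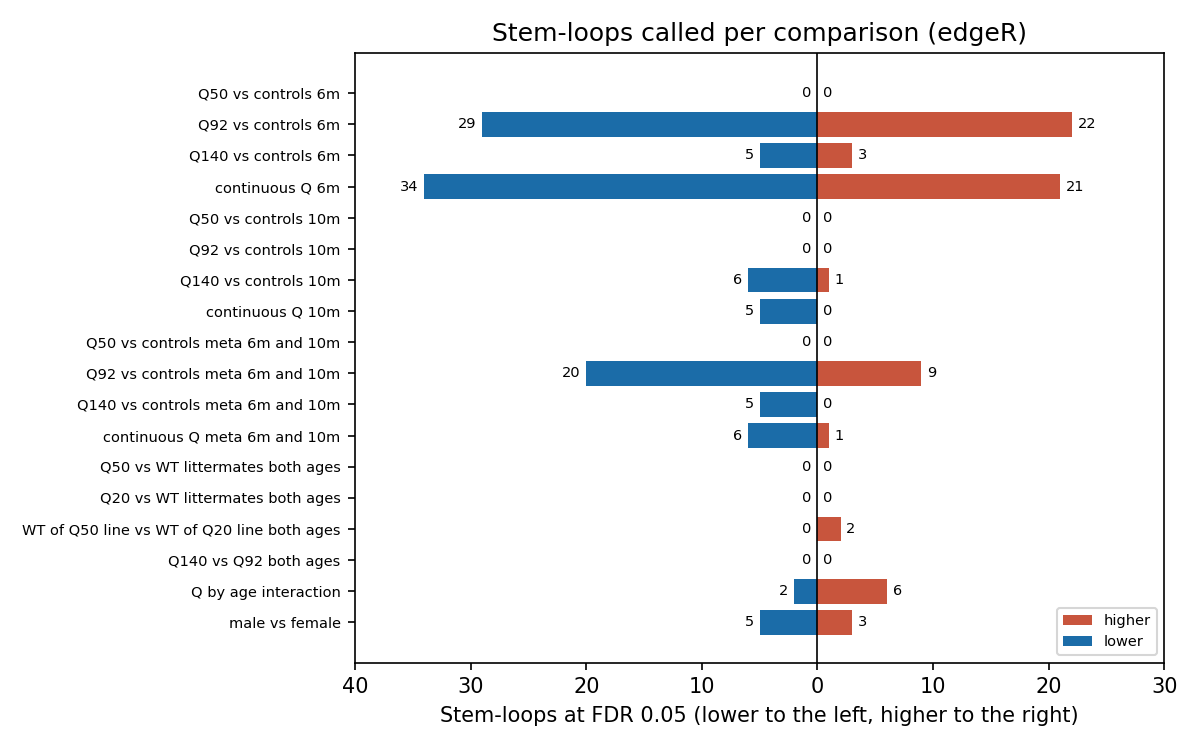
Numbers of stem-loops at FDR 0.05 (edgeR) that rose (right) or fell (left) in 18 comparisons, with the comparison of ages not drawn. Q92 at 6 months had 22 that rose and 29 that fell, and Q92 at 10 months had 0.

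The ages were also combined by the sum of their test statistics, which a single age can carry. MI0000229 was lower in Q92 by the combined test, with a mean log2 change of -1.68 (edgeR FDR 1.74e-06), or -1.06 with all libraries kept, and in Q140 with -0.90 (edgeR FDR 0.00415), where the change at 10 months alone was -0.13 (edgeR FDR 0.986). MI0000569 was lower in Q140, with a mean change of -0.17 (edgeR FDR 6.03e-04), and was at -0.02 in Q92 (edgeR FDR 0.819). For CAG length the mean slopes were -0.85 for MI0000229 (edgeR FDR 2.37e-04), -0.11 for MI0000569 (edgeR FDR 9.06e-04) and 0.12 for MI0022895 (edgeR FDR 0.0477). The slope of MI0022895 was 0.24 at 6 months and 0.00 at 10 months, and its combined call ended under 5 of 12 alternatives (FDR up to 0.229). In all, 9 stem-loops rose and 20 fell in Q92 (of 430). The total for Q92 was 16 with all libraries kept, 14 with WT mice alone as controls and 54 with the set level as a covariate and all libraries kept. By the same test 0 rose and 5 fell in Q140 (of 428, with 61 at an unadjusted p under 0.05 and 3 higher and 18 lower in DESeq2), and 1 rose and 6 fell with CAG length (of 441, with 2 higher and 19 lower in DESeq2 and 16 in edgeR with all libraries kept). For Q50 edgeR called 0 of 428 (21 at an unadjusted p under 0.05) and DESeq2 called 0. Of the stem-loops called in Q92 at 6 months, 7 that rose and 17 that fell were also called in the combined test, which includes that age.

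The change of the CAG slope from 6 to 10 months was tested directly. 6 stem-loops had a higher slope at 10 months and 2 a lower one (of 472, edgeR, FDR 0.05), and 3 of the 6 belonged to the co-varying set. With DESeq2 size factors in edgeR 12 were higher and 12 lower. Without a low-count filter edgeR called 0 (119 at an unadjusted p under 0.05), and with the set level as a covariate also 0 (46 at an unadjusted p under 0.05). The members of the set were not tested with that covariate. DESeq2 called 16 higher and 16 lower. MI0000229 (edgeR FDR 0.0582), MI0022895 (edgeR FDR 0.0582), MI0021583 (edgeR FDR 0.0728) and MI0000569 (edgeR FDR 0.181) did not pass, so a difference of their slopes between ages was not shown.

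**Figure D4:**
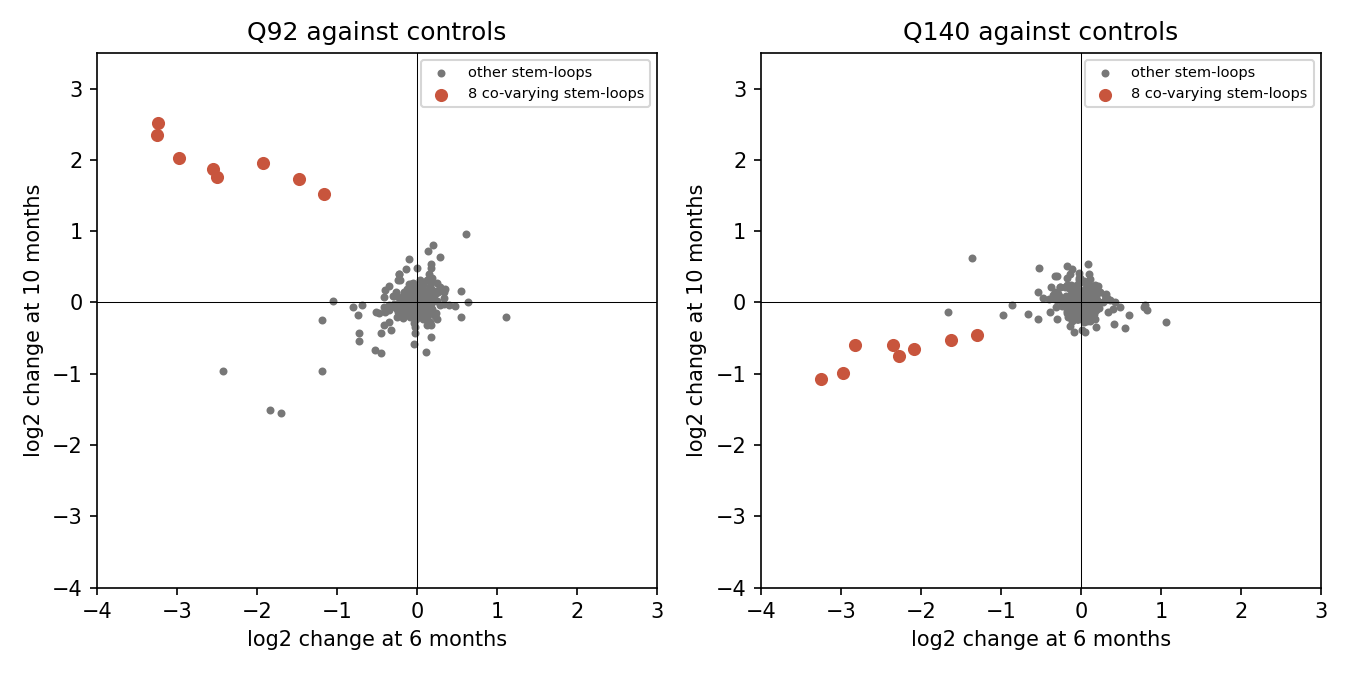
Log2 change at 6 months (x axis) against that at 10 months (y axis) for each stem-loop in Q92 and in Q140, with the 8 co-varying stem-loops in red. Across stem-loops, which are not independent replicates, r was -0.41 in Q92 and 0.43 in Q140, and 0.52 and -0.15 without the 8.

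Further comparisons were made between control groups, of Q50 with its WT littermates, and between Q140 and Q92. Between WT mice of the Q50 and Q20 lines 2 stem-loops were higher in the Q50 line, with log2 differences of 0.34 and 0.35 (edgeR, of 419), while DESeq2 called 6 higher and 6 lower. MI0000229 did not pass in that fit over both ages, at 0.68 ± 0.31 (edgeR FDR 0.382). In tests by age chosen after its levels were seen, it was lower in the Q50 line WT mice at 6 months, at -0.55 (n = 6 and 7, exact rank-sum p = 0.00466), and higher at 10 months, at 1.68 (n = 7 and 8, exact rank-sum p = 0.00124), where 1 library overlapped. Q20 against WT littermates gave 0 calls of 419 in edgeR (39 at an unadjusted p under 0.05) and 1 higher and 1 lower in DESeq2. MI0000229 was at 0.86 ± 0.32 in that fit and did not pass (edgeR FDR 0.340). Q50 against WT littermates gave 0 of 416 in edgeR (14 at an unadjusted p under 0.05) and 0 in DESeq2. Q140 against Q92 gave 0 of 417 in edgeR (57 at an unadjusted p under 0.05), with 7 higher and 4 lower in DESeq2 and 21 in edgeR with the set level as a covariate.

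Of the comparisons made, that of ages gave the most calls, although it cannot be told apart from library preparation here. In controls 92 stem-loops were higher and 97 lower at 10 months (of 425, edgeR, FDR 0.05). The 8 members of the co-varying set were all lower, with a median log2 change of -1.50. MI0021583 was higher by 0.98 ± 0.13 (edgeR FDR 6.44e-08) and MI0022895 by 0.35 ± 0.05 (edgeR FDR 8.17e-07). Between the sexes 3 stem-loops were higher and 5 lower in males (of 472, edgeR), with changes from -0.13 to 0.44 on the log2 scale.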

Values the study reported

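In 6-month cortex, the study reported 2 microRNAs with a difference between Q50 and controls, and none for Q50 when the ages were combined. Of 45 cortical microRNAs associated with CAG length in its first series, ages combined, the study found 14 (32%) associated in the second at p<0.05. At FDR<0.05 it found 3 (7%). The study also correlated the combined test statistics of both series in cortex. It described this concordance as strong for CAG length, moderate for Q140 and not significant for Q92.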

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

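The tests of the set of 8 stem-loops and of MI0000229 in this part, and those of direction and of cage or line for Q92, were chosen only after the result was seen. The one on the share of the fold change in Q92 was chosen before. For MI0000229, the comparison over group means came first and left the matter open, and the covariate test was added afterwards.

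A set of 8 stem-loops varied together within each group, most weakly in Q140 at 6 months (pairs with r of 0.206 to 0.982), and its difference between Q92 and controls changed by 4.86 on the log2 scale from 6 to 10 months (permutation p = 3e-05, adjusted p = 9e-05 over 3 genotypes). Library depth was not followed, since the rank correlation with the total was at most 0.120 at either age (at most 0.257 within an L field value, permutation p = 0.197, n = 27), and the L field held at most 2.31% of the variance. A change with the expanded allele in 1 direction at both ages is argued against for Q92 by the opposite signs (-2.33 and 2.53), but stays open for Q140, which lay under controls at both ages (-2.14 and -0.80, a difference of 1.33 with permutation p = 0.176). RNA of another tissue or cell population mixed in may account for the similar makeup of high libraries (the share of a member had a CV of 3.66% to 18.0%) and stays open, since 5 of 389 other stem-loops followed the set in the control libraries (2 with it and 3 against it), and in edgeR 0 did at 6 months alone, 0 at 10 months alone and 0 without the excluded libraries (25, 61 and 36 at an unadjusted p under 0.05, with no other tool run). Age (a median of -1.50 in controls) cannot be told apart from library preparation, no cell type could be tested without names, and between WT lines the median was -0.27 with 0 of 8 members called in edgeR or DESeq2 (0 at an unadjusted p under 0.05 in either).

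In Q92 at 6 months 51 stem-loops passed the test against controls. The level of the set as the whole cause is argued against for the 45 calls outside the set that had a slope (of 47). Slopes from the 20 kept control libraries at 6 months predicted a median of only 7.76% (quartiles 1.17% and 16.4%) of their change. In these libraries 0 of 383 other stem-loops followed the set (edgeR, 8 at an unadjusted p under 0.05). Single slopes are therefore uncertain, and only the median over the calls is read here. The directions did go with the set level. Predicted and observed sign were alike for 37 of these 45 calls or 82.2%, with r = 0.833 between predicted and observed changes across them. With the set level as a covariate the median size of change went from 0.26 (SE 0.0666) to 0.24 (SE 0.0768), 45 of 45 signs were kept and 12 calls were left. Errors thus grew while changes shrank little. The FDR also rises when fewer stem-loops pass, so what ended each call was not separated. A line difference, or one of cage if the labels hold, cannot be told apart from genotype, since the WT groups of both lines differed in up to 12 stem-loops (DESeq2) and Q92 has no WT littermates here.

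MI0000229 was lower in Q92 and Q140 at 6 months. A change with the expanded allele in the same direction at both ages stays open, because at 10 months Q140 was at -0.13 from controls (edgeR FDR 0.986) and Q92 at -1.51 (edgeR FDR 0.488, 5 of 5 kept libraries under the control median), and Q140 lay over WT mice of the Q20 line by 1.04 ± 0.29 (exact rank-sum p = 0.00591), a control group picked after its level was seen, while the control groups themselves ranged from 39.7 CPM (WT of the Q20 line) to 144 CPM (Q20). The set level as the whole cause is argued against, because with it as a covariate the change in Q92 was still -1.79 ± 0.24 (edgeR FDR 4.33e-05, within 2.56e-19 to 4.95e-05 over all alternatives), although within groups the level of MI0000229 correlated with the set over 96 libraries (r = 0.434, permutation p = 0.00018, adjusted p = 0.00072; rho = 0.389, permutation p = 0.00061, adjusted p = 0.00244 over 4 stem-loops; r = 0.454 without the 2 farthest libraries). Over 12 group means rho was 0.503 (permutation p = 0.0983) and r was 0.443 (permutation p = 0.147, and r = 0.681 without the 2 farthest groups). This leaves open whether the differences of MI0000229 between groups move with the set. A difference between groups of mice that follows line or cage and not the allele is a candidate explanation that stays open. WT mice of the 2 lines differed by 1.68 at 10 months (1 library overlapped). At 6 months, where Q92 was at -1.84 from controls, they differed by only -0.55, with the opposite sign. Levels also differed within the Q20 line, whose Q20 and WT mice shared cages per the labels, at 144 and 39.7 CPM at 10 months. Over both ages that difference was 0.86 ± 0.32 and did not pass (edgeR FDR 0.340). The differences among controls thus do not point to line or cage alone.

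The slope on CAG length differed between ages for 8 stem-loops in edgeR, a count that ranged from 0 to 34 over the alternatives. It was 0 without a low-count filter, with the set level as a covariate and with the first component score (119, 46 and 43 at an unadjusted p under 0.05), and 32 in DESeq2. The members of the set were not tested with its level as a covariate. Of 72 checks for a library far from its group, 12 found one, of which 11 were high and 1 low. By chance 3.6 would be found if values were normally distributed. The checks used totals and CPM without logs, where a wide spread easily gives high flags. The excess and the direction may therefore come from the scale. 6 concern the set level. Q140 female 2 at 10 months held 2585 CPM (others 366 to 923). Q20 male 1 at 6 months held 24316 CPM (others 600.3 to 8414), Q50 male 1 at 10 months 29272 CPM (others 631 to 1107), and Q50 male 1 at 6 months 19868 CPM (others 715 to 5431). WT of the Q50 line male 1 at 10 months held 19040.4 CPM (others 514 to 4195) and female 2 at 6 months 63183 CPM (others 625 to 12794). All of these but the Q140 library were left out of the fits. 3 concern the total count, with 10032200 in Q140 female 2 at 10 months (others 4948210 to 7069830), 11231100 in Q92 male 3 at 10 months (others 3698380 to 6931420) and 7632610 in WT of the Q20 line male 1 at 6 months (others 6245220 to 6841040). MI0021583 was at 207 CPM in Q140 male 4 at 6 months (others 96.2 to 147) and at 446 CPM in Q92 male 1 at 10 months (others 59.95 to 190.5). MI0000569 was low in Q92 male 3 at 10 months, at 1952 CPM (others 2175 to 2318).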

How the results depend on the processing

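The alternatives with the set level or the first component score as a covariate were chosen after seeing the data. Those with the set level did not test the members of the set. The sets of named microRNAs, with their alternative tests, were not run, since stem-loops could not be matched to names. Of 229 recomputed counts 148 lay within 1.5 times the first one. These include counts that were 0 both times, so the share is lower where the first count was not 0. For the 4 stem-loops 428 of 456 recomputed values kept their side of the threshold, 17 fell short of it, 11 newly passed and 0 changed sign while called. The cause was not tested except where fewer stem-loops or libraries entered. Simulated counts with the depths and groups of 3 comparisons gave back 56.7% to 83.6% of the smallest simulated changes, and depth was not varied apart from group size and spread.

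Counts with DESeq2 were 32 for the change of slope between ages, 11 for Q140 against Q92, 13, 30 and 21 for Q140 at 10 months, at 6 months and combined, 2 for Q20 against WT, 4 for Q50 at 6 months, 12 for the WT lines and 21 for CAG length combined. With outlying values replaced they were 34, 12, 14, 31, 25, 2, 4, 12 and 21. With DESeq2 size factors in edgeR they were 24 for the change of slope and 1 for Q20 against WT. With WT alone as controls Q140 had 22 at 10 months, 15 at 6 months and 3 combined, and Q92 combined 14. The correlation of changes at 6 and 10 months was then 0.0118 in Q140 and -0.664 in Q92. With all 48 libraries of an age Q140 had 28 at 6 months and 8 combined, and Q50 had 4 at 6 months.

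With all libraries kept counts were 26 for the change of slope, 4 for Q140 against Q92, 3 and 30 for Q140 at 10 and 6 months, 8, 81 and 16 for Q92 at 10 months, at 6 months and combined, 3 and 16 for CAG length at 10 months and combined, and 13 for sex. The correlations of changes at 6 and 10 months became -0.693 in Q50, -0.832 in Q92 and -0.859 for CAG length. Without the L field Q20 against WT had 1, and r across ages was 0.394 in Q50. Without a low-count filter the change of slope had 0 in edgeR (119 at an unadjusted p under 0.05, 32 by DESeq2 with the filter), Q140 at 10 months 3, Q92 at 6 months 33, the WT lines 1 and sex 4. The r across ages was then 0.174 in Q50, 0.148 in Q92 and 0.270 for CAG length. The stricter filter gave 22 for the change of slope, 11 and 8 for Q140 at 10 months and combined, 1 for Q20 against WT and 3 for Q50 at 6 months. Without Q92 CAG length had 8 at 10 months and 23 at 6 months, with r of 0.290 across ages.

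Replicate numbers share only a number. Same-numbered libraries had a mean correlation of -0.00655, different-numbered ones 0.00276, and 24 of 96 correlated best with their own number. With the replicate block counts were 0 for the change of slope in edgeR (83 at an unadjusted p under 0.05, 32 by DESeq2 without the block), 1 for Q20 against WT, 31 for Q92 at 6 months, 19 for Q92 combined and 5 for the WT lines.

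With the set level as a covariate the change of slope had 0 in edgeR (46 at an unadjusted p under 0.05, 32 by DESeq2 without the covariate), Q140 against Q92 21, Q140 18 at 10 months and 2 at 6 months, Q20 against WT 1, Q50 against WT 1, Q92 at 6 months 12 and CAG length at 6 months 7. The r across ages was -0.273 in Q140 and 0.622 in Q92. With all libraries kept as well the counts were 0 (43 at an unadjusted p under 0.05 in edgeR, 32 by DESeq2 without the covariate), 19, 12 and 2, Q140 combined 8, Q92 4, 29 and 54 at 10 months, at 6 months and combined, CAG length at 6 months 7 and sex 13. The r was -0.299 in Q140, 0.681 in Q92 and 0.0702 for CAG length. With the first component score the change of slope had 0 in edgeR (43 at an unadjusted p under 0.05, 32 by DESeq2 without the score), CAG length 7 at 6 months and 4 combined, Q140 13 and 1 at 10 and 6 months, Q140 against Q92 21, Q50 against WT 1 and Q92 at 6 months 13.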

Other observations

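The correlations across ages outside the set of 8 were chosen as tests only after the result was seen. Changes in Q92 and Q140 against the same controls correlated across 426 stem-loops at 6 months with r = 0.910. In 50 simulations of unchanged groups the mean was 0.0643 and the highest 0.423. At both ages these drew each stem-loop on its own, without the common movement of the set. They are therefore too narrow to show how large r can be without a change. The covariance was 0.149 against 0.00233 simulated. With the controls split between the genotypes r was 0.868 and 0.888. Outside the set it was 0.740 with shared controls, and 0.606 and 0.668 with split controls. The simulations gave a mean of 0.0518 and a highest of 0.504 there. The 2 stem-loops higher and 3 lower in both compare with 0.0986 and 0.329 for independent lists. At 10 months r was -0.474 (simulated mean -0.00272), with a covariance of -0.0287 against -0.000135, and -0.458 and -0.574 with split controls. Outside the set it was -0.06, with a covariance of -0.00203, and with split controls 0.0501 and -0.415. Stem-loops are not independent replicates.

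Across the ages, r of the changes was -0.06 in Q50, -0.41 in Q92, 0.43 in Q140 and -0.27 for CAG length, and 91, 35, 28 and 39 of 100 labellings gave one as large in size (furthest others 0.685, 0.736, -0.817 and -0.670), so chance was not excluded. Outside the set r was -0.38, 0.52, -0.15 and -0.04, with 9, 3, 45 and 85 of 100 as large (furthest others 0.570, 0.574, -0.482 and -0.520), so that only Q92 lay under the bound of 5 in 100 for a single test. As 1 of 8 such tests, it leaves chance not excluded. That r depended on the choice of libraries and on the set level. It was -0.00326 with all libraries kept and 0.162 with WT mice alone as controls. With the set level as a covariate it was 0.622, and 0.681 with all libraries kept as well.

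The labels were also regrouped 100 times for each count of stem-loops at FDR 0.05, the real grouping included. Only the real grouping was as large, a share under 0.05, for the ages (189 against a highest other of 19), CAG length at 10 months (5 against 2), at 6 months (55 against 5) and combined (7 against 4), sex (8 against 1), Q140 at 6 months (8 against 3), Q92 at 6 months (51 against 5) and combined (29 against 7), and the WT lines (2 against 0). A share of 1 in 100 is the smallest that 100 groupings can give. The counts for the ages, CAG length at 6 months and Q92 at 6 months lay far above every other grouping. The share was also under 0.05 for Q140 at 10 months (7 against 35) and combined (5 against 14), with 2 groupings as large, and for the change of slope (8 against 45), with 3. No allowance was made for the number of counts tested, so these shares alone leave chance not excluded. Single groupings with 35 or 45 calls, and 1 with 32 for Q50 at 10 months, point to a structure of the samples, which was not traced to a factor. For Q140 against Q92, Q20 against WT, Q50 against WT, Q92 at 10 months and Q50 at 10 months, at 6 months and combined, the edgeR count was 0 (57, 39, 14, 36, 32, 42 and 21 at an unadjusted p under 0.05, and 11, 2, 0, 0, 0, 4 and 0 by DESeq2) and all 100 gave as many, with highest others of 7, 5, 5, 1, 32, 1 and 1.

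Between L field values edgeR called 39 stem-loops at 6 months (26 higher and 13 lower in L2 than in L1) and 5 at 10 months (4 higher and 1 lower in L3 than in L2). Within groups MI0021583 correlated with the set level over 96 libraries with r = -0.296 (permutation, adjusted p = 0.0171) and rho = -0.223 (permutation, adjusted p = 0.0706).

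The number of stem-loops at FDR 0.05 for Q50 at 6 months here was 0 in edgeR, with 42 at an unadjusted p under 0.05 and 4 in DESeq2. That is lower than the value quoted from the study above in edgeR and higher in DESeq2.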
